A study of Mus musculus with 2 samples. Its data were reported in "AMPK activation reverts mouse epiblast stem cells to naive state" (2021).

How the data were processed

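Single-cell RNA-seq was performed on 5 populations that were labelled with oligonucleotide tags and pooled in a single cDNA library, with a second library for the tags. The tags were carried by streptavidin bound to biotinylated antibodies against the surface proteins CD9 and CD63. Cells were captured in the microwells of BD Rhapsody, and the cDNA was amplified by TAS-Seq, a whole-transcriptome method based on terminal transferase. The population of each cell was taken from the tag at the start of its column name in the deposited table, matched to the tag list that accompanies the series.

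The deposited values are raw counts, that is, whole numbers of reads per gene symbol and cell. Per the methods of the study, the authors trimmed adapters with cutadapt, mapped the cDNA reads with Bowtie2 to Ensembl cDNA and ncRNA sequences of GRCm38.p6, and counted the reads of each gene symbol per cell barcode. The authors removed barcodes below the inflection point of the knee plot, assigned each cell to the tag with the highest scaled count, and removed the cells with the lowest ratio between the first and second tag as doublets. No collapsing by molecular identifier is described, so the deposited counts were treated as reads and not as molecules. Amplified reads of the same molecule are not independent. Intervals in the report therefore cover counting error only and are narrower than the true uncertainty. Because reads of a gene symbol were added up, genes with near-identical copies can share reads. Of all reads, 6.84% fell on genes of the mitochondrial genome and 2.68% on Gm29216, Gm10925, Gm28661 and Gm28437, which are not covered by the mitochondrial gene prefix.

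The table held 33963 genes, of which 33958 had a read, and 17720 cells. All gene rows were whole numbers. The cell filter fixed before the data were examined, at least 500 detected genes and at most 20% mitochondrial reads, removed 0 cells, because the lowest number of genes in a cell was 826 and the highest mitochondrial share was 10.00%. The setting without a filter is therefore identical to the main setting. A rule of more than 2000 and fewer than 8000 genes leaves 15628 cells. It was found after the file was seen, in a search over lower and upper limits on genes and on reads for a rule that leaves the number of cells the study analyzed, and was used as an added alternative.

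Cells were clustered with Seurat 5.3.0 in R 4.3.3 with the parameters that the study gives: 2000 variable genes, 56 principal components, 50 neighbours and a resolution of 0.8. This gave 18 clusters. A cluster was called Pou5f1-high when its summed Pou5f1 level was at least 25% of that of the highest cluster and at least 75% of its cells had a Pou5f1 read. The home cluster of a population was the Pou5f1-high cluster, among those with at least 50 of its cells, in which its tag was most enriched. Clusters were given a cell type name ("-like") from marker genes fixed in advance, and are otherwise named by number. A difference from the study in a cluster can come from this rebuilding.

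Levels are in CPM, computed here from the deposited counts as the summed reads of a gene in a group of cells, scaled to a total of 1000000 reads over all genes. Ratios are log2 ratios of CPM with a pseudocount of 1 CPM. Each summed count has an exact Poisson interval, each share an exact (Clopper-Pearson) binomial interval, and each ratio an interval derived from the exact binomial interval without the pseudocount, all at 95%. For r and the panel medians, alternatives were set against the spread of sums redrawn from a Poisson distribution. Each population was 1 sample, and cells are not replicates, so no test was made and no p-value is given. To compare shares of cells with a read, each cell was thinned to 5000 reads and shallower cells were left out. The ratios and intervals were tested on simulated sums with 200 changed genes. For d16 against primed, over 3315 genes, 95.6% of the intervals held the true value. For d16+10p against naive, over 3331 genes, 94.7% did. The simulation used Poisson counts and holds no biological or amplification noise.

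The text names genes by a rule fixed before the data were examined: a list of 25 genes (pluripotency genes, a lineage panel, Xist and 4 Y-linked genes) and, in each comparison of home clusters, the 5 genes with the largest ratio in each direction among genes with at least 50 CPM in either group and a summed count of at least 100. Genes of the mitochondrial genome were left out. A naive panel of 12 genes and a lineage panel of 8 genes were fixed as well. The median of a panel was set against 10000 random lists of the same size matched on mean expression. A list of 15 genes of the 2-cell stage and a list of 4 feeder fibroblast genes were written after the data were seen. Gene positions are from GENCODE M21 (GRCm38), matched by symbol.

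Alternatives fixed in advance were a stricter cell filter (at least 1500 genes and at most 10% mitochondrial reads), resolutions of 0.4 and 1.6, clustering without the named genes, a Pou5f1 call on thinned cells, the mean of CPM per cell, a pseudocount of 10 CPM, TMM scaling (edgeR 4.0.16), other choices of cells, and removal of doublets with Scrublet (scanpy 1.11.5). The automatic threshold of Scrublet, 0.609, lay above the highest score, 0.567, so that it called 0 cells and did not work. The 5% of cells with the highest score, 886 cells, were left out instead, as an added alternative. Doublets of cells with the same tag are not removed by the tags. The reads of the tag library were not analysed here.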

Results

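Populations of mouse cells at 5 stages were compared by single-cell RNA-seq to follow how primed cells return to a naive state when AMPK is activated. The populations were naive mouse embryonic stem cells with a Rex1-GFP reporter (naive), primed mouse epiblast stem cells with an Oct4 reporter (primed), primed cells treated with the AMPK activator AICAR and leukemia inhibitory factor (LIF) for 8 days (d8) or 16 days (d16), and d16 cells expanded for 10 passages in 2iL, a medium with 2 inhibitors and LIF that maintains naive cells (d16+10p). Each population was 1 tagged sample in 1 pooled library, without replicates. Differences are therefore given with their counting error, and none has a replicate check.

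The table held 307121033 reads in 17720 cells, with 3179 to 111822 reads per cell. There were 801 naive, 1826 primed, 9627 d8, 4315 d16 and 1151 d16+10p cells. According to the labels, 500, 500, 9000, 9000 and 1000 cells were loaded. The median number of reads per cell was 19551 in naive, 11914 in primed, 15474 in d8, 10185 in d16 and 21551 in d16+10p cells. Because of these differences in depth, shares of cells with a read were compared after thinning.

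The cells formed 18 clusters, of which 4 were Pou5f1-high (clusters 5, 7, 11 and 12). Cluster 11 was the home cluster of naive cells and held 509 of them. Cluster 12 was that of primed cells, with 418. Cluster 5 was that of d16 cells, with 1181, and cluster 7 that of d16+10p cells, with 891. Of the other clusters, clusters 0 and 6 were fibroblast-like, cluster 1 epithelial-like, cluster 4 smooth muscle-like, cluster 8 macrophage-like and cluster 13 neural-like. The most frequent tag made up between 39.3% (cluster 13) and 97.4% (cluster 12) of the cells of a cluster.

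**Figure D1:**
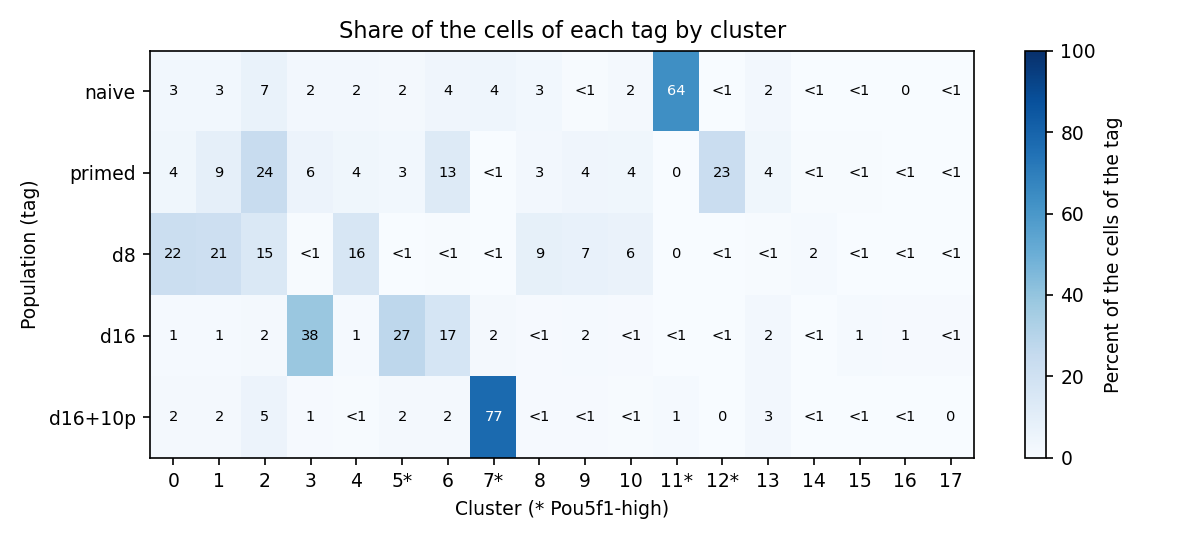
Percent of the cells of each tag (rows) that lie in each of the 18 clusters (columns), as color and rounded number, with asterisks at the 4 Pou5f1-high clusters. Naive, d16+10p and d16 cells concentrate in clusters 11, 7 and 5 (63.5%, 77.4% and 27.4%), whereas 22.9% of the primed-tagged cells lie in cluster 12 and d8 cells lie almost entirely outside the marked clusters.

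The first question was which share of the cells of each tag had high Oct4 (Pou5f1, chromosome 17, 35506018 to 35510772, GRCm38). In Pou5f1-high clusters lay 563 of 801 naive cells (70.3%, 95% interval 67.0 to 73.4%) and 471 of 1826 primed-tagged cells (25.8%, 23.8 to 27.9%). At d8, 33 of 9627 cells did (0.343%, 0.236 to 0.481%). At d16 the share was 1273 of 4315 cells (29.5%, 28.1 to 30.9%), and in d16+10p it was 932 of 1151 cells (81.0%, 78.6 to 83.2%). The intervals of d8 and d16 did not overlap, nor did those of d16 and d16+10p. The d8 share depends on the limits of the Pou5f1-high call, which were not varied. Clusters 1 and 2 held 21.3% and 14.8% of d8 cells and were not called. Cluster 1 lay just below the limit of 25%, with a Pou5f1 read in 60.8% of its cells. Cluster 2, at 116 CPM, passed that limit. It had a read in 45.5% of its cells, below the limit of 75%. According to the labels, 500 primed cells were loaded. If this number holds, most of the 1826 primed-tagged cells cannot come from the primed culture. The primed share thus describes tagged cells and not that culture. By flow cytometry, the paper found almost all cells of the primed line positive for its Oct4 reporter. When the clusters were made without the named genes, the shares were 70.0%, 25.2%, 0.332%, 29.2% and 80.5% in the same order.

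The alternative that moved the primed, d8 and d16+10p shares most was a call from a single Pou5f1 read after thinning to 5000 reads. The naive and d16 shares moved most with the rule of more than 2000 and fewer than 8000 genes, to 75.7% and 33.6%. The call after thinning left out 68 naive, 271 primed, 755 d8, 604 d16 and 69 d16+10p cells. By this call 67.9% of naive, 38.7% of primed, 19.6% of d8, 32.3% of d16 and 72.3% of d16+10p cells had a Pou5f1 read. The background was high, since 14.7% (12.4 to 17.3%) of the cells of the macrophage-like cluster also had a read. The call also missed cells, since after thinning 74.4 to 79.2% of the cells of the Pou5f1-high clusters had a read. Without thinning, the share was 81.3% in naive, 48.5% in primed, 42.7% in d16 and 86.8% in d16+10p cells. It was 40.7% in d8 cells, with a median of 15474 reads, and 33.3% in the macrophage-like cluster, with a median of 17369.5 reads. The thinned share of d8 (18.8 to 20.5%) thus lay above that of cells that should lack the gene, but by less than that of the other populations.

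Whether Pou5f1 fell by d8 was also asked of the sums over all cells of a tag. Pou5f1 was at 56.8 CPM (55.7 to 57.9) in d8 cells and at 203 CPM (198 to 209) in primed-tagged cells, a log2 ratio of -1.82. Against the primed home cluster alone, at 409 CPM, the log2 ratio was -2.83, the largest move among the alternatives. In the other clusters of at least 100 cells, Pou5f1 ranged from 27.1 to 116 CPM and was highest in cluster 2. Most of these clusters consist mainly of d8 cells, so that this range is not an independent background for d8. In d16 cells outside the Pou5f1-high clusters it was 40.7 CPM (38.7 to 42.9). The d8 sum may include feeder cells, since the treatment was done on fibroblast feeders. Clusters 0 and 8 held 22.5% and 8.54% of d8 cells. They carried the Y-linked gene Ddx3y at 97.1 and 37.9 CPM, against 3.95 CPM in the primed home cluster. Their Pou5f1 was at 29.1 and 39.4 CPM, below the d8 sum. These cells were not left out, so that not all d8 cells need derive from primed cells.

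The d16 home cluster was next compared with the primed home cluster, to find genes that distinguish the Oct4-positive cells at d16 from their cells of origin. Pou5f1 itself was slightly lower, with 363 CPM in d16 and 409 CPM in primed (log2 ratio -0.17, interval -0.23 to -0.12). Dppa5a (chromosome 9, 78367052 to 78368177) had the largest ratio among 3947 genes, with 3836 CPM in d16 and 96.7 CPM in primed, a log2 ratio of 5.30 (interval 5.22 to 5.40). Dazl (chromosome 17, 50279395 to 50293636) came next, with 969 CPM and 25.2 CPM and a log2 ratio of 5.21 (5.08 to 5.45). These primed levels were those of the background: in the 11 other clusters of at least 100 cells, Dppa5a ranged from 78.4 to 191 CPM and Dazl from 19.8 to 34.0 CPM. The ratios are therefore limited by the background. The largest move came from taking all cells of each tag in any Pou5f1-high cluster, which gave log2 ratios of 3.55 for Dppa5a and 3.25 for Dazl.

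After these, the largest ratios were those of 1700013H16Rik (log2 ratio 5.15), Ooep (5.06) and Hormad1 (4.97). In the opposite direction were Pim2 (-4.51), Kcnj3 (-4.01), Wnt8a (-3.95), Car14 (-3.89) and Fgf15 (-3.59). Dppa5a and Ooep lie close together on chromosome 9. Nanog (529 against 121 CPM), Klf2 (341 against 31.0 CPM) and Klf4 (448 against 93.2 CPM) were higher in d16 than in primed, each beyond counting error. So were Zfp42, Esrrb, Tfcp2l1, Nr5a2 and Pecam1 (log2 ratios of at least 3.49) and Sox2 (1.11). Of the lineage panel, Fgf8 (-3.31), T (-2.64), Pou3f1 (-2.52), Fgf5 (-1.41), Eomes (-0.99) and Foxa2 (-0.76) were lower in d16, Des was higher (1.19), and Otx2 differed by less than its counting error. Klf4 was not specific to these cells, since it ranged from 191 to 579 CPM in the other clusters.

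**Figure D2:**
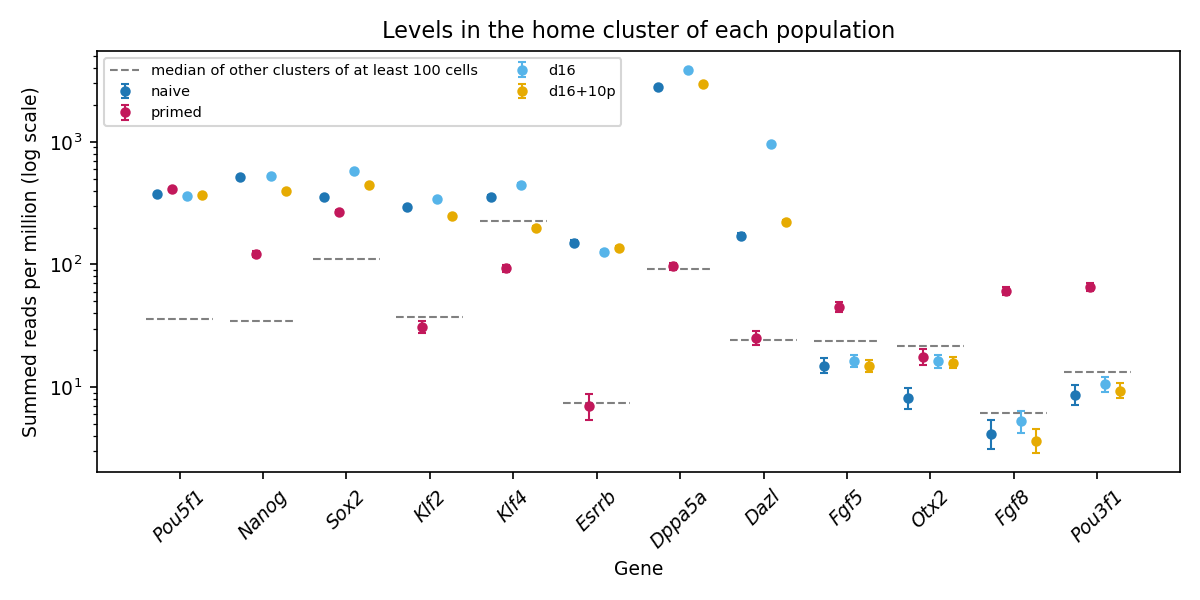
Level in CPM (log scale) of 12 genes in the home clusters of naive, primed, d16 and d16+10p cells, where points are sums over cells, bars their 95% Poisson intervals (counting error only), and dashed lines the median of the 11 other clusters of at least 100 cells. Dppa5a, Klf2, Esrrb and Dazl of the primed home cluster lie near the dashed lines, and Dazl is highest in d16 (969 CPM).

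The expanded cells were then compared with naive cells, to see how close their profiles were. Across 3595 genes with at least 50 CPM in either group, Pearson's r of log2 CPM was 0.961 between d16+10p and naive. It was 0.927 between d16 and naive over 3807 genes, and 0.815 between primed and naive over 3777 genes. These are correlations across genes of 1 pair of sums each, and genes are not independent replicates. Of the genes, 98.4% were within 2-fold between d16+10p and naive, against 89.4% between primed and naive. The alternatives gave r of 0.957 to 0.966 for d16+10p against naive, with a pseudocount of 10 CPM at the top.

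The largest differences between d16+10p and naive were those of Gm10499 (log2 ratio 3.02), Stra8 (2.47), Dppa3 (2.32), Pigp (1.97) and Gm42047 (1.74), and in the other direction Ddx3y (-3.70), Ly6a (-3.69), Olfr506 (-3.15), Gm47654 (-2.52) and Olfr1459 (-2.15). Gm10499 and Gm47654 are annotated as pseudogenes, and Ly6a, Olfr506 and Olfr1459 belong to gene families, so that reads shared with related genes leave these values uncertain. Nanog was lower in d16+10p than in naive, at 395 against 514 CPM, and Klf4 was lower as well, at 200 against 355 CPM. Nanog (log2 ratio -0.38) lies on chromosome 6, and Zfp42 (-0.63) and Klf2 (-0.23) on chromosome 8, which were lower as a whole in d16+10p (medians -0.33 and -0.22 from the autosomal median). Nanog did not follow its chromosome in every comparison: in d16 against naive chromosome 6 was at -0.27 and Nanog at 0.04. Pou5f1 differed by less than its counting error (369 and 373 CPM). Dppa5a was at 2992 CPM in d16+10p and 2821 CPM in naive, and Dazl was at 223 and 172 CPM.

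The naive panel of 12 genes summarized these profiles. Its median log2 ratio to naive was -3.58 in primed, where 12 of 12 genes were lower, and -0.06 in d16 and -0.13 in d16+10p, where 7 of 12 genes were lower in each. Among 10000 random lists matched on expression, the medians lay at percentile 0 for primed, 21.3 for d16 and 2.79 for d16+10p. Of the 7 lower genes in d16+10p, 3 lie on chromosomes 6, 8 and 11, which were lower as a whole. With the 8 panel genes on other chromosomes, an alternative added after the data were seen, the median was -0.023 in d16+10p (percentile 11.8) and -0.12 in d16 (percentile 4.16). TMM scaling shifts all ratios of d16 to naive by 0.11, and it moved the d16 median to -0.17. The largest move of the primed median was to -2.68, with a pseudocount of 10 CPM. The lineage panel of 8 genes had medians of 1.40 in primed, 0.27 in d16 and 0.03 in d16+10p, at percentiles 100, 82.2 and 54.5. Fgf8 had the largest ratio in primed (log2 ratio 3.59).

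Sex-linked transcripts were read because the lines and the feeder cells can differ in sex. The Y-linked gene Ddx3y (chromosome Y, 1260771 to 1286629) was at 73.2 CPM (68.6 to 78.1) in the naive home cluster. In the primed, d16 and d16+10p home clusters it was at 3.95 CPM (2.81 to 5.40), 5.15 CPM (4.16 to 6.30) and 4.73 CPM (3.87 to 5.72). Eif2s3y was at 37.9 CPM in the naive home cluster and between 2.23 and 2.77 CPM in the other 3. Uty was at 8.47 CPM (6.94 to 10.2) in the naive home cluster and between 2.02 and 2.74 CPM in the other 3. Kdm5d was not raised, with 3.53 CPM (2.57 to 4.72) in the naive, 3.14 CPM in the primed, 5.31 CPM in the d16 and 4.73 CPM in the d16+10p home cluster. Its highest level, 28.8 CPM (18.3 to 43.2), was in cluster 16, where Eif2s3y was at 1.25 CPM, although among clusters of at least 100 cells it was highest in cluster 0 (8.04 CPM). Of the other 17 clusters, Ddx3y was at 97.1 CPM in the fibroblast-like cluster 0 and 37.9 CPM in the macrophage-like cluster 8, and between 3.64 and 12.5 CPM in the remaining 15, clusters 5, 7 and 12 included. After thinning, 24.7% of naive home cells (20.9 to 28.7%) and 1.72% of primed home cells (0.693 to 3.50%) had a Ddx3y read. Thinning moved the naive level most, to 69.6 CPM. Xist (chromosome X, 103460366 to 103483254) was at 66.5 CPM in the naive, 106 in the primed, 84.8 in the d16 and 83.9 CPM in the d16+10p home cluster. In the other clusters of at least 100 cells it ranged from 131 to 613 CPM.

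**Figure D3:**
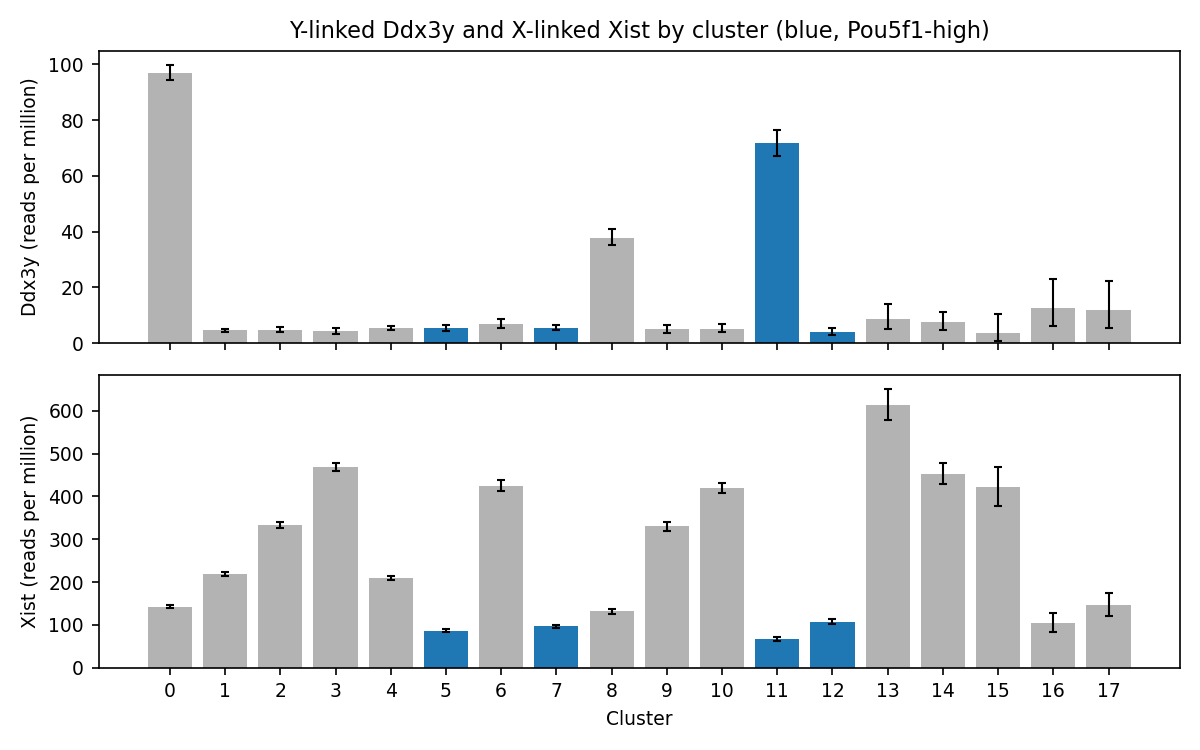
Level in CPM of Ddx3y (top) and Xist (bottom) in each of the 18 clusters, with 95% Poisson intervals (counting error only) and the Pou5f1-high clusters in blue. Ddx3y stands out in clusters 0, 8 and 11, and Xist is lowest in cluster 11.

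The tags were finally set against the clusters. Of naive-tagged cells, 36.5% (33.1 to 39.9%) lay in clusters in which another tag was the most frequent. The share was 77.1% (75.1 to 79.0%) in primed-tagged cells, 2.05% (1.77 to 2.35%) in d8, 11.4% (10.4 to 12.4%) in d16 and 22.6% (20.2 to 25.1%) in d16+10p cells. These shares depend on the size of each population, so that they do not compare the quality of the tags. The d8 tag, with 54.3% of all cells, leads most large clusters by number alone. Cluster 2, for example, counts as a d8 cluster, yet it held 23.7% of primed-tagged and 14.8% of d8 cells. The number of cells in the home cluster was 1.018 per cell loaded for naive, 0.836 for primed and 0.891 for d16+10p. All cells of these tags came to 1.602, 3.65 and 1.15 per cell loaded. The d16 cells differed, with 0.131 per cell loaded in the home cluster and 0.479 over all cells. The d8 cells, which had no home cluster, came to 1.07. Only the naive share moved strongly with the resolution: at 0.4 it was 100%, because naive and d16+10p cells then shared a cluster in which d16+10p was the most frequent tag.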

Values the study reported

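The study analyzed 15,628 of 17,720 cells and obtained 17 clusters. Cells with an ambiguous tag, 4.13% of the total, had been removed as doublets. Dppa5a was reported to be more than 16 times higher, and Dazl more than 8 times higher, in the d16 cluster 5 than in the primed cluster 12, in a comparison of 33,766 genes.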

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

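Both tests in this part were chosen after the cluster had been seen, and so was the list of 15 genes of the 2-cell stage. Cluster 16 is the home cluster of no population, and it was singled out for its reads of genes of the 2-cell stage. It held 56 cells, of which 50 carried the d16 tag (1.16% of d16 cells) and 4 the d16+10p tag. The list summed to 2822 CPM (2707 to 2941) there, against 5.83 CPM in the naive, 10.96 CPM in the d16, 6.66 CPM in the d16+10p and 5.04 CPM in the primed home cluster. Zscan4c, a member of the list, was at 490 CPM. The cells also had Dppa5a at 2309 CPM and Dazl at 1053 CPM. Pou5f1 was at 184 CPM with a read in 69.6% of the cells, below the limit of 75%, so that the cluster was not counted as Pou5f1-high.

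Free RNA is argued against, because the list reached no more than 28.4 CPM in any other cluster. Doublets of cells from other clusters are argued against as well, since none of these clusters has the list at such a level, and the median number of reads was 0.831 of that of the d16 home cluster. Zscan4 genes are near-identical copies, so that levels of single members stay uncertain, and reads shared among them do not change the sum. A small fraction of d16 cells in a state with genes of the 2-cell stage is a candidate explanation. The list was written after this cluster had been seen, there is 1 sample of d16, and whether the state depends on AICAR was not tested.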

How the results depend on the processing

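The 2 main choices made after seeing the data were the rule of more than 2000 and fewer than 8000 genes and the removal of the highest Scrublet scores. The comparison of d8 with the primed home cluster and the naive panel without the genes on chromosomes 6, 8 and 11 were added as well. Of 121 alternative values for the 20 results followed here, 36 moved by more than the counting error of the main value (or, for the number of named genes that stayed, by more than 1.5 times) and the others stayed within it. The log2 ratios and panel medians kept their sign, which says nothing for shares, levels and counts, since these cannot be negative. The setting without a cell filter removed no cell, says nothing about stability and is not counted. Scrublet with its automatic threshold gave no value.

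With more than 2000 and fewer than 8000 genes, the shares in Pou5f1-high clusters were 75.7% for naive, 30.1% for primed, 33.6% for d16 and 84.3% for d16+10p, and the shares in clusters of another tag were 32.4% for naive, 73.3% for primed and 19.7% for d16+10p. Dppa5a in d16 against primed was then 5.41, and r between d16+10p and naive 0.960. This rule leaves out shallow cells by construction. Calling Pou5f1 from thinned cells gave 38.7% for primed, 19.6% for d8, 32.3% for d16 and 72.3% for d16+10p. Such calls include background, as the 14.7% in the macrophage-like cluster shows. They also miss cells, as the 74.4 to 79.2% in the Pou5f1-high clusters shows, which can lower a high share such as that of d16+10p. Without the highest Scrublet scores, the d8 share was 0.194% and r was 0.957; the cause was not tested.

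For Pou5f1 in d8 against primed, the mean of CPM per cell gave -1.41, a pseudocount of 10 CPM -1.67, TMM scaling -1.74 and the primed home cluster as reference -2.83. The last leaves out the primed-tagged cells with little Pou5f1. With all cells of a tag in Pou5f1-high clusters, Dppa5a was 3.55, Dazl 3.25, the naive panel in primed -2.97 and r 0.964. This adds 52 primed-tagged cells that lie in cluster 5, the home cluster of d16. A pseudocount of 10 CPM gave 5.17 for Dppa5a, 4.80 for Dazl, -2.68 for the naive panel in primed and 0.966 for r, as it pulls low levels together. TMM scaling gave 5.20 for Dppa5a and -0.17 for the naive panel in d16. With all cells of the home cluster, the naive panel in d16+10p was -0.22 and r was 0.964. Without the genes on chromosomes 6, 8 and 11, the naive panel in d16+10p was -0.023. In d16, where these chromosomes were also lower than in naive, the panel moved the other way, to -0.12, within counting error. The mean of CPM per cell gave r of 0.959. At a resolution of 0.4, r was 0.963 and the share of naive cells in clusters of another tag 100%, since naive and d16+10p cells shared a cluster. Where no construction is named, the cause was not tested.

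Without a minimum CPM or count, 9 of the 10 genes named for d16 against primed stayed among the named genes, and 5 of 10 for d16+10p against naive; the cause was not tested. Depth limits values that rest on few reads, such as the primed home levels of Ddx3y (39 reads), Des (28 reads) and Prdm14 (9 reads).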

Other observations

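The tests of X-linked expression against naive, of depth and of Cd9 and Cd63 within clusters, and of Ddx3y over all naive-tagged cells outside the home cluster were written down before their results were seen. The totals by cluster and tag had been seen by then. The limit of 0.5 for a low depth, the limits that decide the tests of X-linked expression and of Cd9 and Cd63, the split of that Ddx3y test, the tests of feeder fibroblasts and of the spread of primed-tagged cells, that of X-linked expression against primed, and those of Y-linked reads, of chromosomes 6, 8 and 11 and of germ cell markers were chosen afterwards.

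The fold of d16 over primed here was 39.3 for Dppa5a and 37.0 for Dazl. Both are higher than the bounds quoted from the study above. The measures differ, so that the sizes cannot be compared directly. The study compared its own clusters after its cell filter, with values normalized in Seurat. The folds here are ratios of summed CPM with a pseudocount, over cells of the matching tag in rebuilt clusters.

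Primed-tagged cells outside the primed home cluster numbered 1408. The paper took the Oct4-negative cells with the primed tag for feeder cells, although its methods maintain the primed line on fibronectin-coated plates. Here feeder fibroblasts are argued against as the main source, because only 21.7% of the 1408 cells lay in the fibroblast-like clusters 0 and 6. This differs from the reading of the paper. The largest group, 432 cells, lay in cluster 2. The median reads of these cells were 0.849 of those of d8-tagged and d16-tagged cells of the same cluster, as a median over 11 clusters. The ratio was below 0.5 in 2 clusters. The cells were thus not shallow in general for their cluster. This does not test whether shallow primed cells were placed in other clusters. The median was 22516 reads in cluster 12, the primed home cluster, and 5142 to 15447 for primed-tagged cells in the 11 clusters. Reads also differed between clusters in d8-tagged and d16-tagged cells, so that a low depth stays open. Weak staining for CD9 and CD63 stays open, and the value it predicts was found: Cd9 and Cd63 together were lower than in d8-tagged and d16-tagged cells of the same cluster by a median log2 ratio of -0.21, beyond counting error in 9 of 11 clusters. The same ratio was -0.15 for naive-tagged and -0.23 for d16+10p-tagged cells, lower beyond counting error in 4 of 7 and 4 of 6 clusters, so that it is not particular to primed-tagged cells. RNA is not surface protein, and the tag reads were not analysed here. Whether tags were assigned to the wrong cells cannot be told apart from other sources by their spread. Of the cells, 20.1% were placed in other clusters than the naive-tagged cells outside their home cluster, more than the 4.95 to 13.0% that counting alone gives, but naive-tagged and d16+10p-tagged cells also differed from each other by 19.0%. Wrong tags at the same rate in all d8 and d16 cells are argued against, because 35.2% of the cells were placed in other clusters than d8-tagged and d16-tagged cells (counting alone gives 2.11 to 5.29%), with 30.7% against 10.9% in cluster 2. Naive-tagged (28.0%) and d16+10p-tagged cells (33.6%) differed from these as well, also most in cluster 2. A rate that differs between clusters stays open. Differentiated cells in the primed culture were not tested by their genes. According to the labels, 500 primed cells were loaded, fewer than these 1408 cells. If the loaded number holds, most of the 1408 cells cannot come from the primed culture, differentiated or not. For the rest, differentiated cells stay open.

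Naive-tagged cells outside the naive home cluster can be traced by Ddx3y, since the naive home cluster carries it. Outside clusters 0 and 8, whose own cells carry Ddx3y, 246 such cells had 12.6 CPM (9.26 to 16.9). This lies below the 73.2 CPM of the naive home cluster and above the 5.15 CPM of d8-tagged and d16-tagged cells of the same clusters, so that neither naive cells alone nor wrong tags alone account for them. Split after this was seen, the 192 cells in clusters that are not Pou5f1-high had 7.06 CPM (4.12 to 11.3), which is not distinguishable from the 5.17 CPM of the d8-tagged and d16-tagged cells there and far below the naive level. Wrong tags may account for these, although not at the same rate in all clusters, as the spread above shows. The 54 cells in other Pou5f1-high clusters had 23.5 CPM (15.8 to 33.8), between both levels, and a mixture stays open. Against d8-tagged and d16-tagged cells of the same cluster, the median ratio of reads was 0.915 over 7 clusters, although it was 0.358 in cluster 0. The naive home cluster had a median of 23579 reads. Naive-tagged cells had 6375 in cluster 0, and only in cluster 7 were they above the home cluster (25262). The ratio thus does not decide whether shallow naive cells were placed in other clusters. For the 192 cells, the Ddx3y level argues against naive cells.

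Y-linked reads in the naive home cluster were unexpected, since the methods list the line as XX. Male feeder cells or their free RNA are argued against. Thy1, Postn, Prrx1 and Lox, abundant in the Y-bearing fibroblast-like cluster 0, reached at most 5.30% of their level there, as in the d16+10p home cluster (at most 5.10%), whereas Ddx3y reached 73.8%. Reads shared with the X-linked copy are argued against too, because Ddx3x was at 862 CPM in the primed home cluster, above its 602 CPM in the naive home cluster, while Ddx3y was at 3.95 CPM. A candidate explanation is that the naive cells in this library carry a Y chromosome. Kdm5d complicates it. It was not raised in the naive home cluster (3.53 CPM, 2.57 to 4.72), whereas it was at 8.04 CPM (7.26 to 8.88) in cluster 0 and 5.85 CPM (4.80 to 7.06) in cluster 8. Its highest level, 28.8 CPM from 23 reads, was in cluster 16, where Eif2s3y was at 1.25 CPM, so that its reads do not follow the Y chromosome throughout. A line other than the one listed and a wrong entry for its sex cannot be separated with these data.

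X-linked expression was compared because the primed line is listed as XX and naive cells with a pair of X chromosomes express both. The median log2 ratio of X-linked genes in d16+10p against naive lay 0.0525 above that of autosomal genes, within the range of 0.00955 to 0.0757 of the 16 autosomes other than 6, 8 and 11. No excess in d16+10p over naive was thus seen. Whether d16+10p cells have a second active X chromosome cannot be told, because the same value would follow if both lines had a pair of active X chromosomes, and the number in the naive cells is not known. Of X-linked genes, 60.4% lay above the autosomal median, which does not decide whether a few genes differ between the lines. Against primed, the cells of origin, the X-linked median lay at -0.105 in d16+10p and -0.139 in d16, below the 16 autosomes other than 6, 8 and 11 in each (lowest -0.0976 and -0.0499). This argues against an active X chromosome gained since the primed cells. Loss of an active X chromosome in part of the cells would lower it and stays open, as do X-linked genes that differ between the states.

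Chromosomes 6, 8 and 11 had lower expression in d16+10p than in naive, with medians -0.33 to -0.19 from the autosomal median, whereas the 16 other autosomes lay between 0.00955 and 0.0757. Primed (-0.28 to -0.17) and d16 (-0.27 to -0.23) showed the same against naive. These comparisons share the naive cells, and d16+10p against primed, which does not use them, gave -0.06 to 0.05. Unchanged groups simulated against the same naive sums gave -0.0037 to 0.0042 for the depth of d16+10p. The medium is argued against, because d16+10p and naive cells both grew in 2iL and still differed by at least the -0.19 of chromosome 11. Extra copies of these chromosomes in the naive line are a candidate explanation: both parts of each chromosome were lower, with -0.16 as the value nearest 0. The size is below the log2 ratio of -0.58 for 2 copies against 3, so that only part of the cells would carry them, or expression follows copy number incompletely. DNA was not measured.

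Dazl was not the only germ cell marker raised in the d16 home cluster. Of the 5 fixed markers other than Dazl, 4 were higher there than in both the naive and the d16+10p home cluster beyond counting error (Ddx4, Mael, Sycp3 and Stra8). Stra8 was at 388 CPM in d16, 145 CPM in d16+10p and 25.3 CPM in naive. Dppa3 was the exception, with 129 CPM in d16 and 151 CPM in d16+10p. A general rise of germ cell markers, with 4 of 5 higher, is a candidate explanation. The markers include genes that had led to the observation, and a single d16 sample was available.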
